A study of Sus scrofa with 2 samples. Its data were reported in "A pig BodyMap transcriptome reveals diverse tissue physiologies and evolutionary dynamics of transcription" (2021).

How the data were processed

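RNA of 2 cryosections of pig psoas major was measured with the 10x Visium assay, in which poly(A) RNA binds to barcoded spots on a slide and a unique molecular identifier (UMI) marks each captured molecule. The labels give 1 group, female Landrace psoas major, with sections 1 and 2 from muscle of 2 pigs. Sections were 15 µm thick, and the libraries were sequenced in read pairs. The labels also mention porcine RNA, fragmented and carrying barcodes, as a carrier in the libraries; how its reads were treated is not given in the sources used here.

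The deposited counts are raw UMI counts per gene and spot that the authors made with Space Ranger 1.1 against a custom Sscrofa11.1 reference, with no normalization, for spots that were placed under tissue. The methods state that the Y chromosome was left out of the reference and that older models of MYH2 and MYH4 were added. The labels and the methods name different releases of the gene annotation. The study then clustered spots with Seurat, tested spots by a Wilcoxon test, and removed spots by hand; that list of spots was not used here, so the spots analysed here are more than those of the study. Spot positions and images were not used here.

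The feature list held 31780 genes, 15086 of them without a symbol, and 796 of these were named from a reference table of the same assembly by their Ensembl identifier. Coordinates come from the RefSeq annotation of Sscrofa11.1 and identifiers from the deposited files. Filters followed the study: spots with more than 25% of UMIs from the 13 mitochondrially encoded genes were removed (8 in section 1 and 2 in section 2), then the 2% of spots with the fewest UMIs. Genes seen in fewer than 15 spots of a section, the 5 haemoglobin genes, and MYH7, MYH2 and MYH4 were left out of tests. Kept spots held 53 to 7431 UMIs in section 1 and 89 to 9200 in section 2.

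Spots with at least 5 UMIs of MYH7, MYH2 and MYH4 were classed by the MYH7 share of these UMIs: MYH7-dominant at 0.75 or more, MYH2/MYH4-dominant at 0.5 or less, mixed between. MYH2/MYH4-dominant spots were divided within each section by tertiles of the MYH4 share of MYH2 and MYH4 UMIs. The lower tertile was 0, so MYH4-poor spots are those with no MYH4 UMI, which at this depth does not show that MYH4 is absent, and the upper tertile, from which MYH4-rich spots were taken, was 0.214 and 0.2. Shares of spots have exact 95% binomial intervals.

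UMIs were summed per section and class into 10 sums, since spots are not replicates, and tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr with a minimum count of 10, the quasi-likelihood test (glmQLFit and glmQLFTest), and Benjamini-Hochberg adjustment over genes with a threshold of 0.05. All classes, mixed included, entered 1 fit with the section as a block, because the classes of a section come from the same pig. The fit had 4 residual degrees of freedom, and edgeR shared the spread between genes with 363.6 prior degrees of freedom, so very small p-values rest on this sharing. The contrasts were MYH7-dominant minus the mean of the 3 MYH2/MYH4-dominant classes, and MYH4-rich minus MYH4-poor. The labels do not tie a section to a named animal beyond this, and p-values measure the spread between these sums only. A mean ± SD is over the 2 sections.

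Gene lists were fixed before the data were examined: slow contractile, fast contractile, nuclear oxidative phosphorylation, mitochondrially encoded, TCA cycle, fatty acid oxidation, glycolysis, glycogen metabolism, purine nucleotide and phosphocreatine metabolism, oxygen handling and slow programme regulators, cytosolic ribosomal proteins, stress and immediate early, muscle atrophy and proteolysis, 8 lists of markers of other cell types, and a list of genes the study named. Of these, 18 with enough tested members were tested with camera in limma 3.58.1, at a preset correlation of 0.01 and with an estimated one, adjusted over the lists. Of the lists of other cell types, DES and PNPLA2 are also made by muscle fibres, and FABP4 and CFD stand in more than 1 list of other cell types. PYGM stands in the fast contractile and the glycogen list, and MYOM3 in the slow contractile list and that of the study. The purine nucleotide and phosphocreatine list also holds PFKFB1, a regulator of glycolysis. With an estimated correlation 7 of 14 calls held in the first and 6 of 12 in the second comparison.

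Genes were named by a rule set before the data were examined: in each comparison the 10 with the largest log2 fold change in each direction among those that passed, with the same sign in both sections, a mean of at least 50 CPM in the higher class and a symbol, plus up to 4 members of each list with the smallest p, and the myosin genes as levels. Some genes that this rule picks are not reported here and are left out of counts of named genes, though not of the lists. Other list members given by name (SLN, ATP5MC2, HK2, PPP1R3C and RPS24 in the first comparison, and ACTA1) were chosen after their values were seen. Log2 fold changes come from the edgeR fit.

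Spots were also clustered in each section with Seurat 5.3.0 and sctransform 0.4.2 (10 principal components, shared nearest neighbour graph, Louvain), raising the resolution from 0.05 in steps of 0.05 to the first that gave 2 clusters, and with a fixed resolution of 0.5. Clusters are called regions and described by their leading genes. Doublet calling does not apply to spots. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, matplotlib 3.10.9 and Matrix 1.6.5.

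The alternatives were DESeq2 size factors, plain library sizes, mitochondrially encoded genes left out, the DESeq2 1.42.0 test, no low-count filter, no block, only the classes compared, all deposited spots, spots of interquartile depth, at least 10 myosin UMIs, stricter shares (0.85 and 0.35), a single limit of 0.6, fixed MYH4 shares (0.1 and 0.3), clusters in place of classes, clusters from a random 0.5 of the UMIs tested on the rest, and each section left out. Added after seeing the data were spots without the connective-tissue region, MYH4 classes matched on the MYH7 share or on UMIs per spot, and sums scaled by the number of spots.

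The fit was tested on simulated data with the share of each gene over all sums, the real library sizes and the dispersions fitted to these sums. The simulation had no difference between sections. Its counts of false calls follow the assumptions of the model and do not show how the fit performs on real pigs. In the first comparison, with 4094 genes, it recovered 8.89%, 36.4%, 86.7% and 95.7% of genes changed 1.2-fold, 1.5-fold, 2-fold and 4-fold, with 5 false calls among 3913 unchanged genes. In the second, with 4085 genes, it recovered 0%, 6.82%, 34.1% and 78.7%, with 1 false call among 3903 unchanged genes. Changes of 2-fold or less were therefore mostly missed there.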

Results

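Spatial transcriptomes were collected from the psoas major, a muscle of the loin, of female Landrace pigs. The labels state that the muscle came from 2 pigs, and 1 cryosection per library (section 1 and section 2) was placed on a capture area of the same slide. Each spot of the slide captured polyadenylated RNA from a small patch of tissue that can hold parts of several muscle fibres and of the tissue between them. Section 1 held 3633249 unique molecular identifiers (UMIs) in 2487 spots and section 2 held 5382677 UMIs in 2939 spots. After filtering, 2429 and 2878 spots stayed, with medians of 929 and 1350.5 UMIs and of 348 and 450 genes per spot. There was 1 group, so all comparisons below were made between kinds of spot within the sections, and the design text names the expression differences between muscle fibre types as the aim.

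Muscle fibres are typed by their myosin heavy chain: MYH7 marks slow type I fibres, MYH2 type IIA and MYH4 type IIB. MYH7 (ENSSSCG00000002029, chromosome 7, 75650841 to 75672908 of Sscrofa11.1) made up 76.8% of the UMIs of these 3 genes in section 1 and 72.6% in section 2. MYH2 (ENSSSCG00000029441, chromosome 12, 55252974 to 55278820) made up 19.7% and 23.6%, and MYH4 (ENSSSCG00000018003, chromosome 12, 55190545 to 55216294) made up 3.54% and 3.88%. MYH2 and MYH4 are neighbouring, closely related genes whose reads may be shared, so the division between them is uncertain. MYH1, the myosin of type IIX fibres, matched no symbol in the feature list and could not be analysed. The division of spots below therefore cannot show type IIX fibres. The paper states that it did not quantify MYH1 because of errors in the annotation. The myosins of developing muscle were close to absent: MYH3 had 0 and 8 UMIs and MYH8 had 1 and 5 UMIs in the 2 sections, where a count of 0 allows up to 3 counts.

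Spots with at least 5 UMIs of MYH7, MYH2 and MYH4 were classed by the MYH7 share of those UMIs. MYH7-dominant spots (share of 0.75 or more) made up 39.5% of the 1849 classed spots of section 1 (exact 95% interval 37.3 to 41.8) and 33.7% of the 2436 of section 2 (31.8 to 35.6). Spots dominated by MYH2 and MYH4 (share of 0.5 or less) made up 48.5% (46.2 to 50.8) and 54.4% (52.3 to 56.3), and mixed spots 11.95% (10.5 to 13.5) and 11.9% (10.7 to 13.3). These intervals cover counting error only. The shares also depend on the minimum of myosin UMIs: with at least 10, MYH7-dominant spots made up 51.4% and 42.7% of classed spots in sections 1 and 2. The MYH7 share is a continuous measure and the classes are ranges of it: 129 and 138 spots lay within 0.05 of the upper limit, and 98 and 139 within 0.05 of the lower one. MYH7 reached 20554 ± 956 CPM (UMIs of a gene scaled to a common class total; mean ± SD, n = 2 sections) in MYH7-dominant spots and 3669 ± 47.8 in MYH2/MYH4-dominant spots, so the latter also held MYH7 transcripts. MYH2 reached 1799 ± 162 and 7966 ± 35.8 CPM (SD, n = 2), and MYH4 171 ± 1.36 and 1717 ± 155 CPM (SD, n = 2). These levels set the classes and are not results of a comparison.

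**Figure D1:**
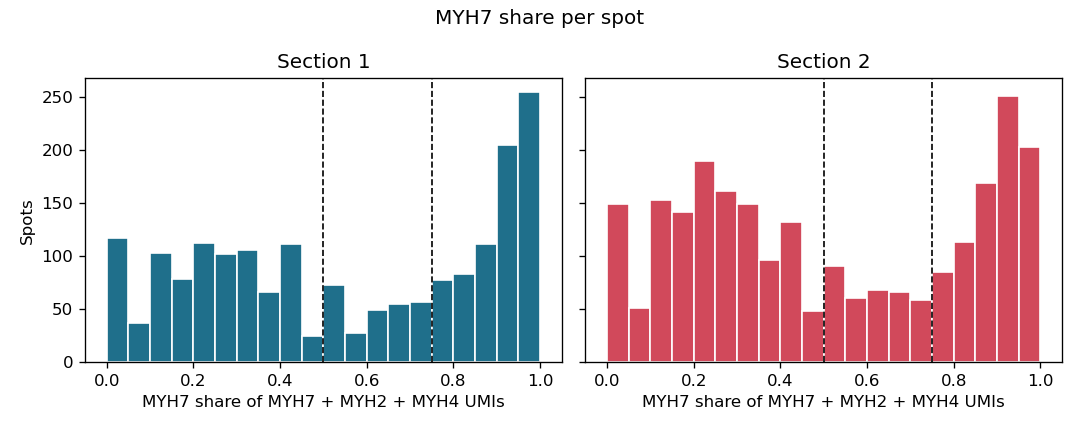
Number of spots (vertical axis) by the MYH7 share of MYH7, MYH2 and MYH4 UMIs per spot (horizontal axis, 0 to 1), with a histogram for each section and dashed lines at the class limits of 0.5 and 0.75. The shares cover the whole range, with 39.5% and 33.7% of the classed spots at or above the upper limit in sections 1 and 2.

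MYH7B (ENSSSCG00000007288, chromosome 17, 38362158 to 38385680), a relative of MYH7 that took no part in the classes, followed it. Its level was 228 ± 33.1 CPM in MYH7-dominant, 181 in mixed and 62.7 ± 6.97 in MYH2/MYH4-dominant spots (SD, n = 2; log2 fold change 1.96, edgeR adjusted p = 2.82e-40). As a share of UMIs the skeletal actin gene ACTA1 ran the other way, with 73603 CPM in MYH7-dominant and 90601 CPM in MYH2/MYH4-dominant spots. Per spot it was not lower in MYH7-dominant spots, since these held 2.91 and 2.80 times the mean UMIs in sections 1 and 2.

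The classes differed in the UMIs captured per spot. The median was 2961 UMIs in MYH7-dominant spots of section 1 and 3598 in section 2, against 764 and 990 in MYH2/MYH4-dominant spots, a ratio of 3.88 and 3.63. Mixed spots lay between, at 1694 and 2110. The 580 and 442 spots with too few myosin UMIs to be classed had medians of 219 and 254.5 UMIs. All gene comparisons are therefore of shares of the UMIs of a class, and where scaling by the number of spots gives another direction this is said beside the gene group.

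**Figure D2:**
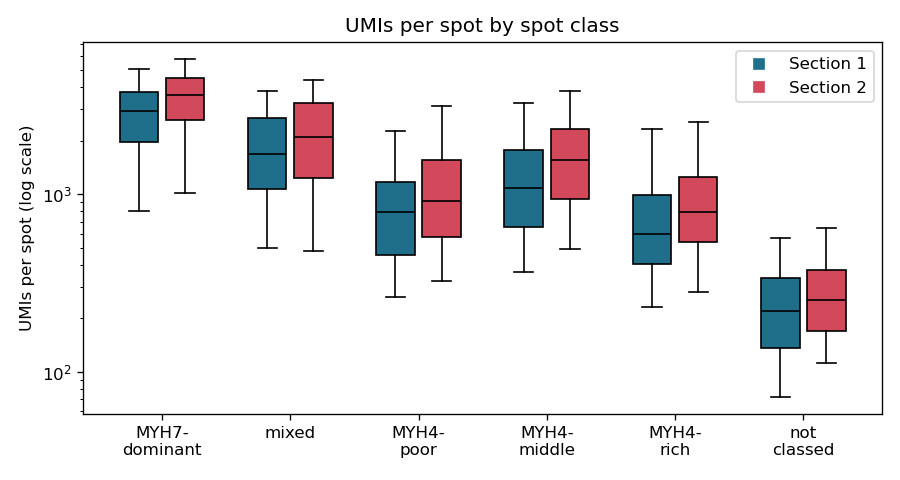
UMIs per spot (vertical log axis) by class and section; boxes give the median and quartiles and whiskers the 5th to 95th percentile. MYH7-dominant spots lie highest, with medians of 2961 and 3598 UMIs, and MYH4-rich spots have the lowest medians of the classed spots, 599.5 and 799.

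Clustering of the spots on all genes, each section on its own, gave a first division into 2 regions. One was led by MYL3, MYOZ2, MYL2 and TPM3, genes of the slow contractile apparatus, and held 743 spots (30.6%) in section 1 and 986 (34.3%) in section 2. It matched the myosin classes for 1574 of 1628 (96.7%) and 2067 of 2145 (96.4%) MYH7-dominant and MYH2/MYH4-dominant spots. MYH7, MYH2 and MYH4 also took part in the clustering, so this match was partly built in, and mixed and unclassed spots were not counted in it. The division of the other region into 2 parts followed MYH4 only in part, and also followed connective tissue, slow genes and depth. One part was led by MGP, IGFBP6, VIM and TAGLN along with MYH4, with medians of 410 and 626 UMIs, and the other by MYL3, FHL1, MYL2 and MYH7, with 1449 and 1975. MYH4 took 23.0% and 20.3% of the MYH2 and MYH4 UMIs in the former against 9.81% and 10.2% in the latter, and the parts matched the MYH4 classes described below for 380 of 690 (55.1%) and 555 of 966 (57.5%) spots.

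The first comparison asked which genes differ between spots dominated by the slow myosin and spots dominated by the fast myosins. Spots rich in MYH7 held more RNA of the slow contractile apparatus, of mitochondria and of fatty acid use, and less of the fast contractile apparatus, of glycolysis and of the extracellular matrix, as shares of UMIs. The matrix list was not called without the connective-tissue region described below (camera adjusted p = 0.989). MYL3, the slow and ventricular essential myosin light chain, rose most, 11.6-fold, from 215 ± 32.3 CPM to 2439 ± 209 CPM (SD, n = 2; log2 fold change 3.54, SE 0.067, edgeR adjusted p = 5.77e-172). MYLPF, the fast regulatory light chain, fell by 1.92 on the log2 scale, from 30233 ± 118 CPM to 7973 ± 901 CPM (SD, n = 2; SE 0.038, edgeR adjusted p = 3.51e-164). Glycolytic enzymes took 2.94 ± 0.253% of UMIs in MYH7-dominant and 8.74 ± 0.493% in MYH2/MYH4-dominant spots, and mitochondrially encoded transcripts 19.2 ± 0.409% in MYH7-dominant and 12.2 ± 0.288% in MYH2/MYH4-dominant spots (SD, n = 2).

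Of 4216 genes tested, 1280 differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 671 higher and 609 lower in MYH7-dominant spots, and 388 of them by more than 2-fold (192 higher, 196 lower). The same sign was seen in both sections for 1278 of the 1280, which calling on both sections together favours. Over all tested genes the log2 fold changes of the sections correlated at 0.726. With sums scaled by the number of spots, the median log2 fold change of all genes shifted to 1.47, 3938 genes were called higher and 29 lower, and 748 of the 1280 kept their sign. Changes in this comparison are therefore given relative to the class total. DESeq2 and spots of interquartile depth each called 629 genes. The p-values rest on the spread between class sums of 2 pigs, pooled over genes, so they do not speak for other animals.

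Slow contractile genes rose together: of 17 tested members, 15 rose, 1 fell and 1 was not called, with the same numbers when adjusted over the list alone (camera adjusted p = 9.4e-117, and adjusted p = 0.0048 with an estimated correlation). With scaling by the number of spots all 17 were higher. MYOZ2, which ties calcineurin to the Z-disc, rose 7.83-fold, from 132 ± 11.04 to 1016 ± 7.76 CPM (SD, n = 2). MYL2, the slow regulatory light chain, had a log2 fold change of 2.89 and rose from 2500 to 18270 CPM. Tropomyosin TPM3 (2.61), troponin T TNNT1 (2.49), troponin I TNNI1 (2.28), the calcium pump ATP2A2 (2.37), the stretch-responsive ANKRD2 (2.48) and the Z-disc protein CSRP3 (2.42) also rose on the log2 scale. So did TECRL (2.69), an endoplasmic reticulum protein outside the list. The member that fell was SLN, sarcolipin, a small inhibitor of the calcium pumps, at -1.34, and it was higher with that scaling.

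Fast contractile genes fell: 14 of 17 tested members fell, none rose and 3 were not called, with 15 falling when adjusted over the list alone (camera adjusted p = 4.1e-64, and adjusted p = 0.0068 with an estimated correlation). Scaled by the number of spots, the median log2 fold change of the list was -0.15, with 9 members lower and 8 higher. Besides MYLPF, the members included troponin T TNNT3 (-1.86 on the log2 scale), troponin C TNNC2 (-1.73) and tropomyosin TPM1 (-1.86). MYBPH, a myosin-binding protein outside the list, fell by 1.97.

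Genes of oxidative metabolism rose, and with scaling by the number of spots all members of these lists were higher, ATP5MC2 included. Of 63 nuclear genes of oxidative phosphorylation, 60 rose, 1 (ATP5MC2, a subunit of the ATP synthase ring) fell and 2 were not called, also when adjusted over the list alone (camera adjusted p = 1.0e-23, and adjusted p = 0.018 with an estimated correlation). Examples were the cytochrome oxidase subunits NDUFA4 (log2 fold change 1.02) and COX4I1 (0.85) and the ATP synthase subunits ATP5ME (0.93) and ATP5MC1 (0.93). Among the 13 mitochondrially encoded genes 10 rose and none fell, also over the list alone (camera adjusted p = 5.7e-10). That call was lost with an estimated correlation (adjusted p = 0.10). COX1 rose from 10265 ± 30.8 to 20831 ± 118 CPM (SD, n = 2), and the log2 fold changes of COX2, COX3 and ATP6 were 0.76, 0.75 and 0.66. Of 17 genes of the TCA cycle 13 rose, or 15 when adjusted over the list alone, and none fell (camera adjusted p = 1.6e-04, and adjusted p = 0.10 with an estimated correlation). They included the dehydrogenases IDH2 (1.24) and PDHA1 (0.79) and citrate synthase CS (0.67).

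Fatty acid oxidation genes rose in 18 of 21 cases, also over the list alone, and none fell (camera adjusted p = 1.4e-10, and adjusted p = 0.039 with an estimated correlation). Scaling by the number of spots left this direction as it was. FABP3, the fatty acid carrier of muscle, rose from 184 ± 4.97 to 749 ± 7.46 CPM (SD, n = 2; log2 fold change 2.05). The lipase LPL rose by 1.47, the acyl-CoA synthetase ACSL1 by 1.54 and the dehydrogenase ACADVL by 1.29 on the log2 scale.

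Glycolytic genes fell in 12 of 13 cases, also over the list alone (camera adjusted p = 5.6e-61, and adjusted p = 0.0044 with an estimated correlation), with 7 members lower and 6 higher, and a median log2 fold change of -0.06, when scaled by the number of spots. GAPDH fell by 1.66, aldolase ALDOA by 1.69, enolase ENO3 by 1.63 and lactate dehydrogenase LDHA by 1.58 on the log2 scale, and PGM1, which moves phosphate between the carbons of glucose, by 1.92 (from 716 ± 1.82 to 189 ± 14.3 CPM, SD, n = 2). The exception was HK2, the hexokinase that phosphorylates glucose on entry, which rose. Of 10 genes of glycogen metabolism 6 fell, 1 (PPP1R3C, which targets a phosphatase to glycogen) rose and 3 were not called, also over the list alone (camera adjusted p = 1.7e-04, and adjusted p = 0.039 with an estimated correlation), a direction that flipped with scaling by the number of spots (median 0.56). They included the phosphorylase PYGM (-0.90), which also stands in the fast contractile list, and the phosphorylase kinase subunits PHKA1 (-1.35) and PHKB (-1.13), and PPP1R3A (-0.94). SLC37A4, a carrier of glucose 6-phosphate, fell by 1.93. Of 8 tested members of the purine nucleotide and phosphocreatine list 6 fell, 1 rose and 1 was not called, also over the list alone (camera adjusted p = 1.4e-04, and adjusted p = 0.11 with an estimated correlation). This direction again flipped with scaling by the number of spots (median 0.61). Adenylate kinase AK1 (-1.51), AMP deaminase AMPD1 (-1.21) and GAMT (-1.02), which makes creatine, fell, while the mitochondrial creatine kinase CKMT2 rose (0.88).

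**Figure D3:**
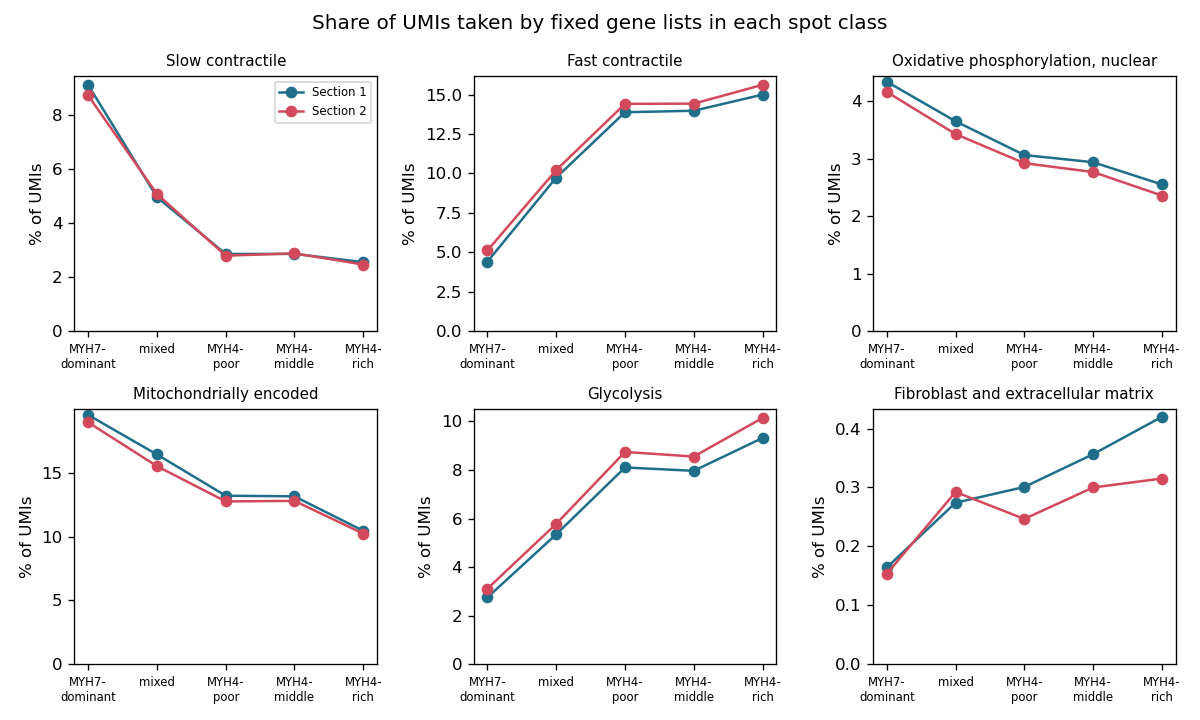
Percent of the UMIs of a class (vertical axes) taken by 6 gene lists in each class of spots, with a point for each section. Glycolysis runs from 2.94% in MYH7-dominant to 9.73% in MYH4-rich spots and mitochondrially encoded genes from 19.2% to 10.3%; these are shares of UMIs, and with sums scaled by the number of spots the direction of the fast contractile, glycolysis and extracellular matrix lists changes for part of their members.

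Regulators of the slow programme did not move as a list: of 7 tested members 2 rose and 1 fell, or 3 and 1 when adjusted over the list alone (camera adjusted p = 0.64). PPARGC1A, a coactivator of mitochondrial genes, rose (log2 fold change 0.70, edgeR adjusted p = 0.0334), and SOX6, a repressor of slow muscle genes, fell (-1.004, edgeR adjusted p = 0.0136). SOX6 went up with scaling by the number of spots, and both of these calls were lost under at least 1 alternative. MEF2C did not pass (0.32, edgeR adjusted p = 0.0828). MYOM3, the 1 tested gene of a list of 3 that the study named as signature members, rose by 2.23 on the log2 scale, also over the list alone. That list was chosen on these samples and is not independent evidence.

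Ribosomal protein genes fell in 15 of 27 cases and rose in 2 (RPLP2 and RPS24), with 16 and 2 over the list alone (camera adjusted p = 0.029, and adjusted p = 0.27 with an estimated correlation), and their direction flipped with scaling by the number of spots (median 1.33). RPLP1 fell by 0.64, RPL10 by 0.35 and RPS2 by 0.36, and RPLP2 rose by 0.68 on the log2 scale. Of 12 stress and immediate early genes 3 rose and 3 fell, also over the list alone (camera adjusted p = 0.014, and adjusted p = 0.24 with an estimated correlation). The median of that list was -0.0012 while its mean, 0.19, and its test pointed up. The small heat shock proteins HSPB6 (2.11), HSPB7 (1.65) and CRYAB (0.76) rose and HSPB1 (-0.39) fell, although all 12 members were higher with scaling by the number of spots. Of 12 genes of atrophy and proteolysis 4 rose and 2 fell, also over the list alone (camera adjusted p = 0.91, pointing down with the median of -0.04, against a mean of 0.06). FBXO32, a ubiquitin ligase of muscle wasting, rose by 0.61 and GABARAPL1, of autophagy, by 0.99. UBB (-0.17), a ubiquitin gene, fell, although all 12 members were higher with scaling by the number of spots. FBXO32, GABARAPL1 and UBB lost their calls with DESeq2.

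Markers of other cell types moved with the class. Of 14 genes of fibroblasts and the extracellular matrix 13 fell and none rose, also over the list alone (camera adjusted p = 3.9e-10, and adjusted p = 0.016 with an estimated correlation), but 11 of the 14 were higher in MYH7-dominant spots with scaling by the number of spots (median 0.28). FN1, fibronectin, fell from 85.1 to 18.2 CPM (log2 fold change -2.17). The log2 fold changes of others that fell were -2.24 for MFAP5, a microfibril protein, and -1.90 for FBLN2, a fibulin, both outside the list, -1.505 for MGP, which inhibits calcification, -0.92 for GSN, which severs actin filaments, and -1.22 for the proteoglycan DCN. A region led by ADIRF, MFAP5, FN1, C4BPA and MGP held 343 spots (14.1%) of section 1 and 391 (13.6%) of section 2, of which 198 and 279 were MYH2/MYH4-dominant and 16 and 11 MYH7-dominant. The region was picked because members of the list were among its leading genes. Without it the list no longer passed and its median was -0.10, against -1.21 with it, and FN1, FBLN2, MGP and GSN lost their calls while DCN and MFAP5 did not.

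Fat cell markers fell in 7 of 9 cases and 1 rose, also over the list alone (camera adjusted p = 0.025, and adjusted p = 0.23 with an estimated correlation), with 4 of the 9 higher with scaling by the number of spots. Without the connective-tissue region the list was not called and its test pointed up (camera adjusted p = 0.743). ADIPOQ, the hormone adiponectin, fell by 4.03 on the log2 scale, from 65.7 ± 23.4 to 2.66 ± 1.11 CPM (SD, n = 2; SE 0.372, edgeR adjusted p = 2.18e-22), with section values of -4.06 and -2.59. SCD, a fatty acid desaturase, fell by 2.23 and ADIRF, outside the list, by 2.10, while PNPLA2, a lipase that muscle also uses, rose by 1.43. ADIPOQ took 174 and 136 CPM in the connective-tissue region of the 2 sections and 4.38 and 5.83 CPM outside it. Immune markers fell in 6 of 7 cases, also over the list alone (camera adjusted p = 0.013, and adjusted p = 0.10 with an estimated correlation), and 6 of the 7 were higher with scaling by the number of spots. The complement genes C1QB (-1.51), C1QA (-1.27) and C1QC (-1.13) and the class II chaperone CD74 (-0.30) were among them, and C1QA and C1QB lost their calls without the connective-tissue region, and C1QC and CD74 among spots of interquartile depth.

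Of 9 endothelial markers ESAM, a junction protein, rose (0.80) and FABP4 fell (-0.42), also over the list alone (camera adjusted p = 0.87), and all 9 were higher with scaling by the number of spots. ESAM and FABP4 lost their calls with DESeq2, and without the connective-tissue region FABP4 was not called and turned to 0.30. FLT1, a receptor of vascular growth factor, did not pass (0.61, edgeR adjusted p = 0.0563). Of 9 genes of pericytes and smooth muscle 2 rose and 4 fell, also over the list alone (camera adjusted p = 0.87). RGS5 (0.90) and desmin DES (0.47), which muscle fibres also make, rose, and MYH11 (-1.53) and CNN1 (-1.22) of smooth muscle fell, although 8 of the 9 members, CNN1 among them, were higher with scaling by the number of spots. MYH11 lost its call among spots of interquartile depth. PMP22 (-1.10) and CDH15 (-1.15), the single tested members of the Schwann cell and satellite cell lists, fell and were higher with that scaling; PMP22 lost its call with DESeq2 and CDH15 with clusters from a part of the UMIs. No erythrocyte gene was tested, since haemoglobin genes were left out and no other member of that list passed the filters.

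**Figure D4:**
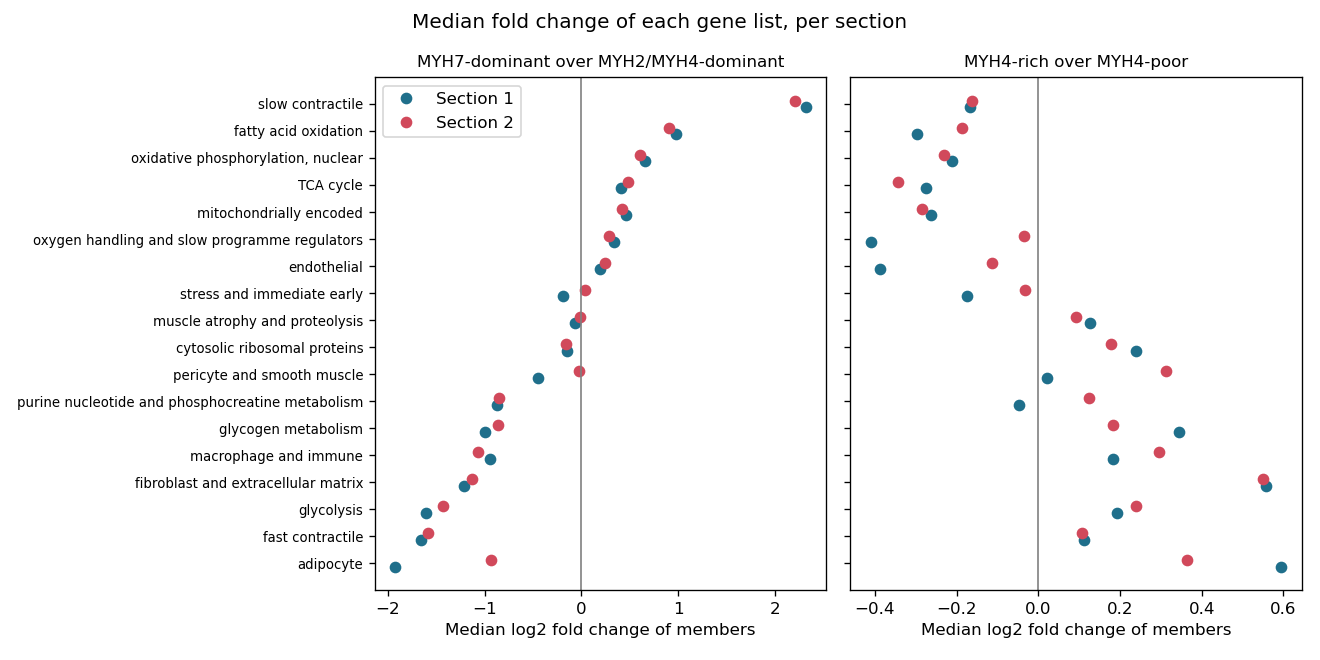
Median log2 fold change (horizontal axis) of the tested members of 18 gene lists in each section, for MYH7-dominant over MYH2/MYH4-dominant spots and for MYH4-rich over MYH4-poor spots. In the first comparison the slow contractile list has a median of 2.28 over both sections and the fast contractile list -1.63; values are relative to the class totals, and scaling by the number of spots moves all genes by 1.47 in the first and -0.24 in the second, which turns the medians of the glycogen, purine, ribosomal, stress, atrophy, pericyte, matrix and immune lists in the first and of the fast contractile, glycolysis, glycogen, purine, ribosomal, atrophy and adipocyte lists in the second.

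The second comparison asked how spots with more MYH4, the type IIB myosin, differ from spots with MYH2 but no MYH4 UMI, both within the MYH2/MYH4-dominant spots. MYH4-rich spots still held more MYH2 than MYH4, at 6158 against 5361 CPM in section 1 and 6155 against 4383 CPM in section 2. The comparison is therefore not one of pure type IIB with pure type IIA fibres. MYH4-rich spots held less RNA of mitochondria, and more of glycolysis, of ribosomal proteins and of the extracellular matrix, as shares of UMIs. Only ATP2A2, ACTN2 and FHL1 of the 17 tested slow contractile genes were called lower, with 14 not called. Scaled by the number of spots, the medians of the glycolysis and ribosomal lists were -0.02 and -0.04, and FN1, CFD and DCN, 3 of the 4 matrix genes called, lost their calls without the connective-tissue region. Differences were smaller than in the first comparison. FHL1, a LIM protein of the sarcomere (ENSSSCG00000012699, chromosome X, 111309989 to 111367900), fell from 3946 ± 9.002 to 2349 ± 144 CPM (SD, n = 2; log2 fold change -0.73, SE 0.060, edgeR adjusted p = 3.61e-25).

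The 391 and 508 MYH4-poor spots of sections 1 and 2 had medians of 791 and 921.5 UMIs, the 300 and 489 MYH4-rich spots 599.5 and 799. Of 4216 genes tested, 101 differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 50 higher and 51 lower, 9 of them by more than 2-fold. All 101 had the same sign in both sections, which calling on both sections together favours. Over all tested genes the log2 fold changes of the sections hardly agreed, with a correlation of 0.0652. With sums scaled by the number of spots the median log2 fold change of all genes was -0.24, and 6 genes were called higher and 199 lower. Without the section as a block 49 genes were called, and without a low-count filter 52 (8 higher, 44 lower). Of the 48 named genes that passed, 12 kept their call in every alternative that tested them, spot scaling aside: MYBPH, MGP, FHL1, ACTN2, COX5B, COX5A, COX3, COX2, ATP6, COX1, CKMT2 and RPS24. Among the calls lost without the block were those of ATP2A2, MYLPF, MYL1, ACTN3, CASQ1, ENO3, AK1, CRYAB, DCN, C1QA, HERPUD1, ECSIT, SDHC, GOT2 and PDHA1.

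Slow contractile genes fell in 3 of 17 cases, or 8 when adjusted over the list alone, and none rose (camera adjusted p = 1.2e-10, and adjusted p = 0.032 with an estimated correlation). ACTN2, the alpha-actinin of all fibre types, fell from 1016 ± 52.6 to 640 ± 90.5 CPM (SD, n = 2; -0.66 on the log2 scale), and ATP2A2 by 0.44, with -0.13 in section 1 and -0.64 in section 2. Fast contractile genes rose in 4 of 17 cases, or 7 over the list alone, and none fell (camera adjusted p = 1.6e-05, and adjusted p = 0.15 with an estimated correlation), but 14 of the 17 were lower with scaling by the number of spots. The light chains MYLPF (0.21) and MYL1 (0.20), alpha-actinin ACTN3 (0.26) and the calcium store protein CASQ1 (0.27) rose. MYBPH, the myosin-binding protein, rose by 1.37 on the log2 scale (edgeR adjusted p = 0.000317), unevenly, by 0.56 and 1.9996 in the 2 sections.

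The lists of oxidative metabolism pointed down, although most of their members did not pass alone, and with scaling by the number of spots all members but 1 TCA cycle gene were lower. Of 63 nuclear oxidative phosphorylation genes 12 fell, or 17 over the list alone, and none rose (camera adjusted p = 6.2e-17, and adjusted p = 0.031 with an estimated correlation). Among them were the cytochrome oxidase subunits COX5A (-0.43) and COX7A1 (-0.31), UQCRC1 (-0.66) of complex III, NDUFV1 (-0.73) of complex I and SDHC (-0.66) of complex II. Of the 13 mitochondrially encoded genes 6 fell, or 8 over the list alone (camera adjusted p = 5.7e-13, and adjusted p = 0.087 with an estimated correlation). COX3 fell from 37075 to 28235 CPM (log2 fold change -0.37, edgeR adjusted p = 3.09e-15), and COX2, ATP6 and COX1 changed by -0.35, -0.32 and -0.29. Of 17 TCA cycle genes 4 fell, or 6 over the list alone (camera adjusted p = 4.4e-05, and adjusted p = 0.045 with an estimated correlation), among them MDH2 (-0.55), GOT2 (-0.48) and PDHA1 (-0.55). None of 21 fatty acid oxidation genes passed alone or over the list alone, though the list did (camera adjusted p = 0.0012), a call lost with an estimated correlation (adjusted p = 0.051). Its members CD36, a fatty acid transporter, and UCP3 had log2 fold changes of -0.59 and -1.52 (edgeR adjusted p = 0.381 and 0.305).

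Glycolytic genes rose in 6 of 13 cases, or 8 over the list alone, and none fell (camera adjusted p = 3.1e-11, and adjusted p = 0.032 with an estimated correlation), but 8 of the 13 were lower with scaling by the number of spots. ALDOA (0.28), PGAM2 (0.29), GAPDH (0.24) and ENO3 (0.24) rose on the log2 scale. None of 10 glycogen genes passed, also over the list alone (camera adjusted p = 0.014, and adjusted p = 0.094 with an estimated correlation), and their median was -0.03 with scaling by the number of spots. PHKB, a phosphorylase kinase subunit, had a log2 fold change of 0.42 (edgeR adjusted p = 0.216). Of 8 tested members of the purine and phosphocreatine list AK1 rose (0.27) and CKMT2 fell (-0.51), with 2 rising and 1 falling over the list alone (camera adjusted p = 0.58). With scaling by the number of spots 6 of the 8 were lower. None of the 7 tested regulators passed, also over the list alone (camera adjusted p = 0.56).

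Ribosomal protein genes rose in 8 of 27 cases, or 13 over the list alone, and none fell (camera adjusted p = 9.0e-14, and adjusted p = 0.031 with an estimated correlation), while 18 of the 27 were lower with scaling by the number of spots. RPLP1 (0.29), RPS24 (0.48), RPL7 (0.45) and RPL23 (0.42) rose. Of 12 stress genes HSPB6 (-0.49) and CRYAB (-0.24) fell, also over the list alone (camera adjusted p = 0.13). Of 12 genes of atrophy and proteolysis FBXO32 fell, from 107 ± 22.2 to 42.3 ± 2.81 CPM (SD, n = 2; log2 fold change -1.27), also over the list alone (camera adjusted p = 0.74, pointing down with a mean of -0.02, against a median of 0.10), and 11 of the 12 were lower with scaling by the number of spots. Outside the lists, AQP4, the water channel of fast fibres, fell from 53.4 ± 5.28 to 9.07 ± 12.8 CPM (SD, n = 2; edgeR adjusted p = 0.00165), with 0 UMIs in the MYH4-rich spots of section 1. RGS3, a regulator of G protein signalling (-1.34), SGCA, a sarcoglycan (-0.95), ECSIT, which assembles complex I (-0.80), and ABRA, an actin-binding protein of muscle (-0.70), also fell. ALDH2, mitochondrial aldehyde dehydrogenase (0.85), BCAP31, of the endoplasmic reticulum (0.67), and HERPUD1, of its protein degradation (1.04), rose.

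Markers of other cell types moved here too. Of 14 genes of fibroblasts and the extracellular matrix 4 rose, or 7 over the list alone, and none fell (camera adjusted p = 3.1e-11, and adjusted p = 0.047 with an estimated correlation), and 10 of the 14 were also higher with scaling by the number of spots. FN1 (0.96), MGP (0.77), the complement protease CFD (0.72) and DCN (0.44) rose, and so did C4BPA, a complement regulator outside the list, from 169 ± 53.7 to 318 ± 114 CPM (SD, n = 2). FN1, CFD, DCN and C4BPA lost their calls without the connective-tissue region, and MGP did not. Of 9 fat cell markers CFD rose, also over the list alone (camera adjusted p = 0.026, and adjusted p = 0.22 with an estimated correlation), while 5 of the 9 were lower with scaling by the number of spots. Of 7 immune markers C1QA rose, also over the list alone (1.14, edgeR adjusted p = 0.0281; camera adjusted p = 0.014, and adjusted p = 0.094 with an estimated correlation), and 5 of the 7 were also higher with scaling by the number of spots. C1QA rose unevenly, by 2.11 and 0.50 in the 2 sections, and lost its call without the connective-tissue region. None of the 9 endothelial genes (camera adjusted p = 0.15) or the 9 of pericytes and smooth muscle (camera adjusted p = 0.60) passed, with 0 and 1 falling over the list alone. The single tested members PMP22 (-0.50), CDH15 (0.53) and, from the study's own list, MYOM3 (-0.0013) did not pass.

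The comparisons pointed in opposite directions for many genes. Of the 51 genes lower in MYH4-rich spots 47 were higher in MYH7-dominant spots, against 8.12 for independent lists, and of the 50 higher in MYH4-rich spots 42 were lower in MYH7-dominant spots, against 7.22. Only 1 gene was higher in both, against 7.96, and 0 were lower in both, against 7.37. Across the 4216 genes, which are not independent replicates, the fold changes correlated at -0.304 with a covariance of -0.102. Both comparisons use the MYH4-rich and MYH4-poor sums, and simulated data with no difference gave a mean correlation of -0.0928 and a covariance of -0.0102 over 10 simulations. The libraries were too few to be divided between the comparisons, so part of the excess may come from the shared sums.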

Values the study reported

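The study reported about 446 signature genes for the myofibre types it separated in these sections. Its libraries were said to have reached a saturation above 90% on average.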

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

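No test was run for the values of this part, and none was chosen after a result was seen. Haemoglobin genes were left out of all comparisons, and HBB, the beta chain of haemoglobin, still had 6478 UMIs in the kept spots of section 1 and 9595 in section 2, far above the 3 counts that a count of 0 allows. HBB was found in 52.4% and 60.3% of MYH7-dominant spots and in 21.2% and 28.1% of MYH2/MYH4-dominant spots. As a share of UMIs it was 1954 and 1809 CPM in the former and 1587 and 1551 CPM in the latter, and 1697 and 1710 CPM in spots that were not classed. Much of this RNA lay in few spots: 3669 of its UMIs in section 1 and 7035 in section 2 lay in the smallest region found by clustering, of 97 and 134 spots.

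Spots with too few myosin UMIs to be classed stood outside the comparisons of classes, though not outside the clusters, and held muscle transcripts. TNNT3, the fast troponin T, had 22243 CPM there in section 1 and 23355 CPM in section 2. Its levels were 18792 and 19124 CPM in MYH2/MYH4-dominant and 4810 and 5662 CPM in MYH7-dominant spots. The slow troponin T TNNT1 had 2424 and 1969 CPM and MYH7 2370 and 1855 CPM in the unclassed spots.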

How the results depend on the processing

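The tests without the connective-tissue region, with MYH4 classes matched on the MYH7 share or on UMIs per spot, and with sums scaled by the number of spots were chosen only after the results were seen; the others were set before the data were examined. Where a cause is not named, the cause was not tested. The first comparison called 1280 genes, and between 1026 and 1300 under all alternatives but these: DESeq2 629 (331 higher, 298 lower), spots of interquartile depth 629 with fewer genes tested (3142), and sums scaled by the number of spots 3967. The second called 101 genes and 74 to 141 elsewhere, except for 52 with no low-count filter (14579 genes tested), 49 with no replicate block, 66 at interquartile depth, 553 between sub-clusters, which also differ in connective tissue and depth, 54 with classes matched on the MYH7 share and 205 with sums scaled by the number of spots; fixed MYH4 shares gave 77 higher and 46 lower. Leaving out each section only gives the signs of the other, so it is no test of these calls. Clusters from all UMIs, and their sub-clusters, were formed by genes that were then tested between them. Calls between them were therefore favoured in advance, and their counts are no independent check. The block changed the first comparison little, with 1284 genes without it. With no low-count filter 847 genes were higher and 388 lower in the first comparison. An estimated correlation left 7 and 6 lists.

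MYH7-dominant spots made up 51.4% and 42.7% of classed spots in sections 1 and 2 with at least 10 myosin UMIs, 47.3% and 40.7% with a single limit, and 44.9% and 38.6% without the connective-tissue region. Only the single limit raises the share by construction of the classes. The other changes come from the spots removed. With at least 10 UMIs, 482 of 897 and 822 of 1324 MYH2/MYH4-dominant spots stayed, against 719 of 731 and 806 of 821 MYH7-dominant ones. The region held mostly MYH2/MYH4-dominant spots. A fixed resolution gave 7 clusters in section 1 and 7 in section 2.

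Of the 81 named genes called in the first comparison, 62 kept their call in every alternative that tested them, spot scaling aside, and 12 of 48 in the second. Scaling by the number of spots, which adds the depth difference to every gene, turned these log2 fold changes in the first comparison: PYGM 0.58, PHKA1 0.14, PHKB 0.36, PPP1R3A 0.54, AMPD1 0.27, GAMT 0.47, SOX6 0.47, RPLP1 0.85, RPL10 1.14, RPS2 1.12, HSPB1 1.09, UBB 1.31, FABP4 1.06, CNN1 0.25, DCN 0.26, GSN 0.56, CFD 0.57, C1QA 0.21, CD74 1.18, C1QC 0.34, PMP22 0.37 and CDH15 0.32. In the second it turned MYLPF (-0.022), MYL1 (-0.032), PYGM (-0.12), CKM (-0.11), HSPB1 (-0.12) and UBB (-0.056). Without the connective-tissue region FABP4 (0.30) and GSN (0.15) turned in the first comparison, and the tests of the adipocyte list (camera adjusted p = 0.743, against 0.0186 to 0.475 in its other alternatives) and the matrix list (0.989, against 6.1e-11 to 0.0158) pointed up, although the median of the matrix list was -0.10.

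Of the genes that turned in the second comparison in other alternatives, HERPUD1 alone had been called: -0.0055 between sub-clusters. The others were, between sub-clusters, GYS1 -0.31, ADSL -0.43, FOXO1 -0.23, PMP22 0.95 and CDH15 -0.0090; with fixed MYH4 shares, ADSL -0.0082, ENG 0.012, SCD -0.23 and CDH15 -0.16; with classes matched on the MYH7 share, MEF2C 0.0068; matched on UMIs, PHKA1 -0.012 and MYOM3 0.068; with at least 10 myosin UMIs, ENG 0.024 and MYOM3 0.026; with no block, MYOM3 0.011; at interquartile depth, C1QC -0.20; without the connective-tissue region, MYOM3 0.36. In simulated data the second comparison found 34.1% of 2-fold changes against 86.7% in the first.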

Other observations

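The tests of uneven capture, of dilution, of RNA from MYH7 fibres and of matched depth were chosen only after the result was seen. At a fixed resolution both sections fell into 7 regions with much the same leading genes. A region led by MYL3, MYOZ2 and CSRP3, genes of the slow contractile apparatus, held 418 and 374 spots with medians of 3313 and 3725.5 UMIs. A region led by MYH7B, PDK4, which restrains glucose oxidation, and COQ8A, of coenzyme Q synthesis, held 294 and 503 spots (2337.5 and 3279 UMIs). A region led by MYH2 with CARNS1, which makes carnosine, FBP2, a muscle fructose bisphosphatase, and the mitochondrial carrier SLC25A25 held 321 and 270 spots. Its medians were 1036 and 1941 UMIs and its MYH2 level was 7512 and 7780 CPM. MYH4 led a region of 376 (15.5%) and 467 (16.2%) spots, where it reached 6283 and 5195 CPM. A region led by GAPDH, MYLPF and PGM1 held 580 and 739 spots with the medians of 328.5 and 549 UMIs. MYH2 was also among its leading genes, at 7419 and 8489 CPM, so a high MYH2 level was not particular to the region with CARNS1. The smallest region held 97 and 134 spots, and its leading genes, taken without the haemoglobin genes, differed between the 2 sections. In both it was rich in HBB, the beta chain of haemoglobin, at 16659 and 21190 CPM against 831 and 508 CPM in all other spots. These genes formed the regions and carry no test.

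The connective-tissue region held 343 and 391 spots with medians of 832 and 1127 UMIs. COL1A2, a chain of type I collagen, had 438 and 439 CPM there against 54.4 and 55.0 CPM in all other spots, and DCN 1482 and 1287 CPM against 240.5 and 225 CPM. ADIRF had 266 and 261 CPM against 10.01 and 13.5 CPM. The endothelial gene PECAM1 was 2.94 and 2.18 times and the complement gene C1QB 8.14 and 9.29 times as high there as elsewhere. Of its spots 44 and 50 were mixed and 85 and 51 not classed.

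MYH7-dominant spots held 3.88 and 3.63 times the UMIs of MYH2/MYH4-dominant spots by their medians. No biological explanation was tested, since the design has 1 group. With every spot that held at least 1 myosin UMI the ratio was 5.69 and 4.64, which argues against the minimum of myosin UMIs as the cause. Without the 100 most abundant genes it was 3.94 and 3.92, which argues against a few abundant genes. Uneven capture over the section could also give the ratio of 3.63 and cannot be told apart here, because spot positions were not used.

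Genes of the extracellular matrix took a smaller share of UMIs in MYH7-dominant spots. Had more muscle RNA per spot only diluted them, their UMIs per spot would be alike. They were 1.36 and 1.51 times as many in MYH7-dominant spots, against 2.91 and 2.80 times for the mean of all UMIs. Dilution of an unchanged number would therefore lower the share further than was seen. The excess per spot works against a smaller share, so these values do not exclude dilution. Spots over connective tissue may have been classed mostly as MYH2/MYH4-dominant: the connective-tissue region held 198 and 279 such spots against 16 and 11 MYH7-dominant ones. Without that region the median log2 fold change of the 14 members was -0.10, against -1.21 with it. The region was picked by members of the same list among its leading genes, so this test cannot tell and the explanation is open.

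The 51 genes lower in MYH4-rich than in MYH4-poor spots had a median log2 fold change of -0.46, and 47 of them were higher in MYH7-dominant spots. Among spots matched on UMIs (median ratio 0.980 and 0.996, against 0.758 and 0.867 before) their median was -0.42, all 51 kept their sign and 38 were called. The lower values thus remained when UMIs per spot were alike. The genes had been called in largely the same spots, so keeping the sign was favoured in advance. The matched values therefore do not decide how far depth contributes. Matching replaced the spots of interquartile depth, where the ratio of 0.803 and 0.887 had hardly moved and 30 were called. Less RNA from MYH7 fibres may contribute. The 10 named genes highest in MYH7-dominant spots had a median of -0.16, which is 0.29 above that of the 51 genes (bootstrap 95% interval 0.0252 to 0.387, 2000 draws). The 51 genes were picked as lower in this same comparison, which favours such a gap in advance. The gap therefore does not weigh the explanation, and the interval does not speak for other animals. With classes matched on the MYH7 share the median of the 51 genes was -0.42, with 33 of 51 called and 51 of the same sign. Less RNA from MYH7 fibres stays open as an explanation.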
